A study of Mus musculus with 4 samples. Its data were reported in "Lef1 restricts ectopic crypt formation and tumor cell growth in intestinal adenomas" (2021).

How the data were processed

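Single-cell RNA sequencing libraries of small intestinal adenomas from mice aged 11 weeks were analysed. The labels gave 2 groups, ApcMin and VApcMinL, with 2 libraries each. Replicate 1 of each group was made with version 2 and replicate 2 with version 3 of the 10x Genomics 3′ reagent kit, so each kit held 1 pair of libraries. All 4 libraries entered each comparison. Each library came from several dissociated tumors that were not sorted.

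The authors deposited raw UMI counts, that is, whole numbers of unique molecular identifiers per gene and barcode. The study's methods state that reads were quantified with Cell Ranger on its mm10 reference. The headers of the kit 3 matrices name a later release of Cell Ranger than those methods, and their gene tables list 31053 genes against 27998 in kit 2. A gene counted under a changed annotation can therefore differ between the kits. The matrices list all barcodes, so no cells had been selected. Genes with the same identifier in all tables were kept, and the other genes held from 0.192% to 0.568% of the UMIs of a library. The counts are of 3′ ends, so a transcript that lacks internal exons can still be counted.

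Cells were called in each library as barcodes with at least 10% of the UMIs of the 99th percentile of the top 5000 barcodes and with at least 200 genes. Barcodes with more than 20% mitochondrial UMIs were removed. Doublets were scored with Scrublet in scanpy 1.11.5, and the highest-scoring cells were removed at a rate of 0.8% per 1000 cells, which took out 195 cells (2.08%). The 4 libraries were integrated with Seurat 5.3.0 in R 4.3.3 by canonical correlation anchors on 2000 variable genes, leaving out Lef1 and the panel genes described below. Louvain clusters were computed at a resolution of 0.2 on 20 principal components and 20 neighbors.

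Clusters were named from marker lists written before the data were examined. The tests, the alternatives, the gene panel and the rule for naming genes were fixed at that point too. The thresholds of the naming rule were set after the clusters had been seen. A name needed at least 3 markers among the 50 genes with the highest fold over the other cells, counting genes detected in at least 10% of the cluster. Folds used means per 10000 UMIs with a pseudocount of 0.1. A cluster also stayed unnamed when more markers of another class than of its own were among its top 10 genes. Epithelial-like clusters had a mean detection of the epithelial lineage genes of at least 40% that exceeded the immune lineage genes. As names were rebuilt from markers, a difference from the study can come from the names.

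UMI counts were summed per library and class (pseudobulk), since cells are not replicates. Sums were tested with the quasi-likelihood test of edgeR 4.0.16 with TMM scaling, genes kept by its expression filter at a minimum count of 10, and the kit as a block. P values were adjusted by the Benjamini-Hochberg method and called at 0.05. CPM values (UMIs of a gene scaled to a common library total adjusted by TMM) and log2 differences within each kit pair, with a prior count of 2, were computed from the same sums. Levels called scaled use the plain total without TMM. Gene sets were tested on voom values with camera in limma 3.58.1 at a preset correlation of 0.01, and with fry. Shares were compared with two-sided exact permutation tests. With 2 libraries against 2 there are 6 arrangements, and the smallest p these tests allow is 0.333. Shares of single libraries have exact (Clopper-Pearson) 95% binomial intervals. Beside a count of 0, the limit given is 3 counts of the total. Intervals and limits cover counting error only. For shares of cells positive for a gene, each cell was thinned to 1000 UMIs.

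The labels give the kit for each replicate number, so the number marks a shared batch. Deviations from the group means correlated at r = 0.28 between libraries of 1 kit, across 13540 genes, which are not independent replicates. The edgeR test was tested on simulated counts with 200 changed genes of log2 size 1.5 and a fixed dispersion of 0.02. It recovered 200 of them with 11 false calls in Wnt-high-like cells (13357 genes run), and 195 with 5 false calls in enterocyte-like cells (10010 genes run). It made 0 calls in either class when no gene was changed. DESeq2 recovered 176 and 159 of the changed genes, respectively, with 0 false calls. The recovery holds for that dispersion only and says little about genes that vary more. Examples are Msx1 and Wif1, whose log2 changes in Wnt-high-like cells had SEs of 1.93 and 2.83. The simulated changes also went the same way in both kit pairs, whereas many genes of the real pairs went opposite ways. That adds spread which the simulation lacked, so the recovery does not carry over to the real comparison.

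Genes are named by a fixed rule: Lef1, the panel, and for each class the 5 largest rises and the 5 largest falls among called genes with the same direction in both kit pairs and at least 20 CPM in the higher group. Other genes named were chosen after their values were seen. No T cell-like cluster formed under the main cell calling. The planned T cell-like comparisons are therefore reported at a floor of 2000 UMIs per cell. For positive shares, enterocyte-like cells replaced T cell-like cells as the main background, and T cell-like shares at that floor are given beside them.

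The alternatives were floors of 500 and 2000 UMIs for calling cells, a mitochondrial limit of 10%, doublets kept, panel genes among the clustering features, a resolution of 0.8, reciprocal PCA anchors, no block, DESeq2 1.42, edgeR with DESeq2 size factors, no filter on low counts, thinned cells, and leaving out each library. Gene positions are those of the mm10 (GRCm38) annotation. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.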

Results

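Adenomas of ApcMin mice were compared with adenomas of VApcMinL mice by single-cell RNA sequencing. ApcMin mice carry a mutant copy of the tumor suppressor gene Apc and develop adenomas in the small intestine. VApcMinL mice carry in addition floxed alleles of Lef1 and the Villin-Cre transgene, which removes Lef1 in the intestinal epithelium. Lef1 encodes a transcription factor of the Wnt pathway. The comparison asks how loss of Lef1 changes the cells of Apc-mutant adenomas. Libraries are named by their labels throughout, because Lef1 itself went against the labels of the kit 2 pair.

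The kit 2 libraries held 44660305 UMIs (labelled ApcMin replicate 1) and 49009488 UMIs (labelled VApcMinL replicate 1). The kit 3 libraries held 98714025 UMIs (labelled ApcMin replicate 2) and 128247396 UMIs (labelled VApcMinL replicate 2). In the same order, 1940, 2064, 1587 and 3569 cells were kept, with medians of 13879.5, 14464, 29788 and 22592 UMIs per cell. The mitochondrial limit removed 5.24%, 7.70%, 29.4% and 2.96% of the called barcodes. The groups labelled ApcMin and VApcMinL had 3527 and 5633 cells.

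Of the 13 clusters, 3 were Wnt-high-like. Cluster 0 was led by Gpx5, Atp4a, Pnoc, Bpifb5, Wfdc18, Muc6, Pnliprp1, Gkn3, Gkn1 and Clu, several of which are stomach-type genes. Cluster 2 was led by proliferation genes such as Top2a and Mki67. Cluster 3 was led by crypt genes such as Olfm4 and held almost no Lef1, with scaled levels from 0.195 to 0.732 CPM across the libraries. Enterocyte-like, Paneth/goblet-like, tuft-like, B cell-like, macrophage-like, fibroblast-like and endothelial-like clusters were also found. The B cell-like cluster had mast cell genes among its leading genes. Clusters 4 and 5 were epithelial-like but stayed unnamed under naming thresholds set after the clusters were seen. They made up 12.2% and 20.3% of epithelial-like cells in the libraries labelled ApcMin replicates 1 and 2, and 21.4% and 9.30% in those labelled VApcMinL replicates 1 and 2. An unnamed cluster of red blood cell genes came with 59 of its 63 cells from the library labelled ApcMin replicate 1.

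Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356, plus strand) was examined first in every library. In Wnt-high-like cells of the kit 2 pair it was at 6.96 CPM (135 UMIs) in the library labelled ApcMin and at 19.2 CPM (350 UMIs) in the library labelled VApcMinL. In the kit 3 pair it was at 21.3 CPM (498 UMIs) and 18.6 CPM (1454 UMIs), respectively. The log2 difference of VApcMinL over ApcMin was 1.46 in kit 2 and -0.20 in kit 3. Lef1 was thus higher in the library labelled as lacking it in kit 2, and lower in kit 3. The kit 3 difference depended on the processing, from -0.14 at a clustering resolution of 0.8 to -1.04 with thinned cells. Over both pairs the log2 change was 0.62 (SE 0.48), and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 1.00. Thinning each cell to the same depth moved this value most and turned its direction, to -0.31 (SE 0.56). Thinned sums hold 1000 UMIs per cell, from 506 cells in the smallest library. Both thinned values thus rest on few Lef1 UMIs and on a single random draw. Every direction between the groups given below rests on these labels.

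**Figure D1:**
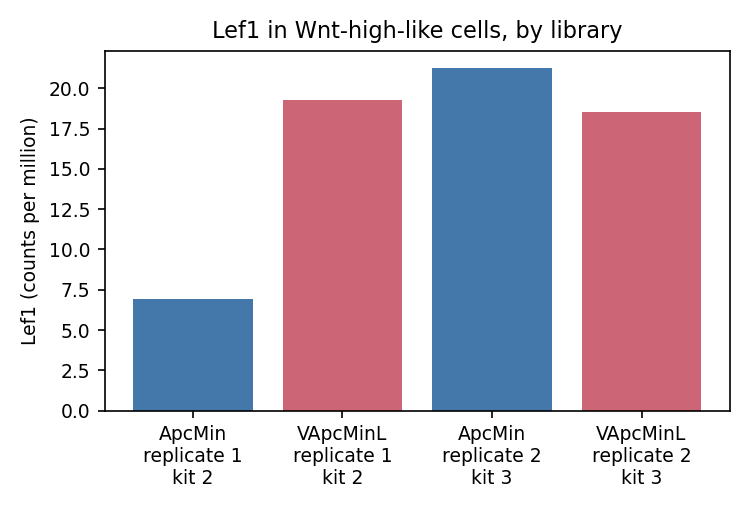
Lef1 in Wnt-high-like cells, in CPM (vertical axis), for each of the 4 libraries, with ApcMin labels in blue and VApcMinL labels in red. Bars are single libraries without replicates, and the kit 2 library labelled VApcMinL (19.2 CPM) stands above its ApcMin partner (6.96 CPM).

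T cells lie outside the reach of Villin-Cre and serve as an internal control. At the floor of 2000 UMIs they numbered 114, 162, 58 and 124 cells in the libraries labelled ApcMin replicate 1, VApcMinL replicate 1, ApcMin replicate 2 and VApcMinL replicate 2. They held 7, 4, 6 and 12 Lef1 UMIs in that order, which is close to the limit of detection. The change in Wnt-high-like cells exceeded that in T cell-like cells by 0.80 (log2, SE 0.71). The interaction test of edgeR with Benjamini-Hochberg adjustment gave an adjusted p of 1.00. The difference was thus not called. No simulation was run for this test, so the size it could detect is not known.

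The study asked whether loss of Lef1 changes the share of Wnt-high cells. In the kit 2 pair, Wnt-high-like cells made up 65.5% of epithelial-like cells in the library labelled ApcMin (exact 95% interval 63.0% to 68.0%, 951 of 1451 cells) and 46.1% in the library labelled VApcMinL (43.8% to 48.4%, 867 of 1880 cells). In kit 3 the shares were 33.4% (31.0% to 35.8%, 506 of 1515 cells) and 73.7% (72.2% to 75.1%, 2581 of 3504 cells). The group means were 49.5% ± 22.7 (SD, n = 2) for ApcMin and 59.9% ± 19.5 (SD, n = 2) for VApcMinL. The difference of 10.4 percentage points was smaller than the spread between replicates (two-sided exact permutation p = 0.667, with 0.333 the smallest this design allows). Within kits it was -19.4 points in kit 2 and 40.3 points in kit 3, so the relation did not hold within batches. Without the library labelled ApcMin replicate 2 the difference became -5.65 points, and without VApcMinL replicate 2 it became -3.35 points. With a mitochondrial limit of 10% the kit 2 difference changed sign, to 5.19 points. Under that limit 2 clusters with leading genes of clusters 0 and 3 stayed unnamed. The one led by Gpx5 and Pnoc held 204 and 80 cells of the kit 2 libraries labelled ApcMin and VApcMinL. The one led by Olfm4 held 355 and 412. The change of sign thus depends on which clusters were named. The largest shift of the pooled difference among the other settings came from a clustering resolution of 0.8, at 2.67 points.

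**Figure D2:**
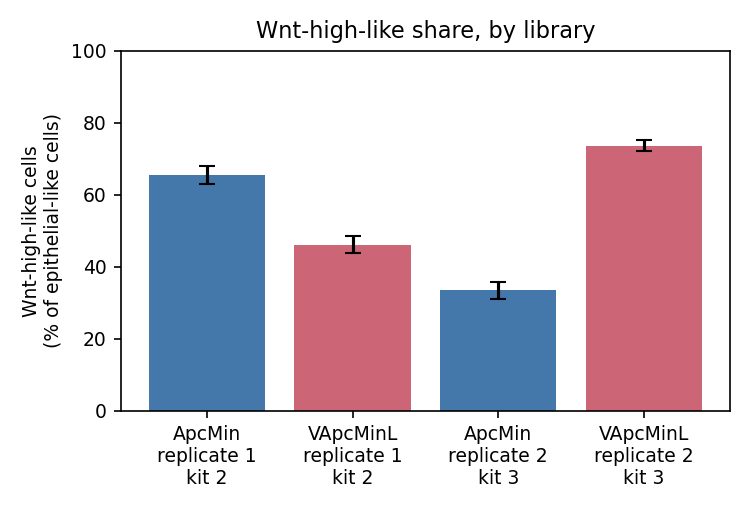
Wnt-high-like cells as a percentage of epithelial-like cells (vertical axis, 0 to 100) in each of the 4 libraries, with ApcMin labels in blue and VApcMinL labels in red; bars are single libraries and error bars are exact 95% binomial intervals. The share fell from 65.5% to 46.1% between the labels in kit 2 and rose from 33.4% to 73.7% in kit 3.

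As a share of all cells, Wnt-high-like cells made up 40.5% ± 12.1 (SD, n = 2) in ApcMin and 57.2% ± 21.4 (SD, n = 2) in VApcMinL. The difference was 16.7 points (two-sided exact permutation p = 0.667), with -7.01 points in kit 2 and 40.4 points in kit 3. The kit 2 difference was above 0 under 4 alternatives, at 1.22 points with a floor of 500 UMIs, 7.49 with a mitochondrial limit of 10%, 0.167 at a resolution of 0.8 and 1.49 with RPCA anchors. In each of these 4 a cluster led by Gpx5, Pnoc and Atp4a stayed unnamed, so the signs depend on the class names. Without the library labelled VApcMinL replicate 2 the pooled difference was 1.55 points.

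Expression was then compared within classes. In Wnt-high-like cells 0 of 13540 genes were called, and 51 had an unadjusted p under 0.05. That is 0.377% of the genes, far fewer than chance alone would give at this limit. The test thus had little reach here, and 0 calls do not show an absence of change. The smallest adjusted p was 0.129. DESeq2 called 3 genes, Chgb, Tsix and Xist, of which Tsix and Xist are sex-linked. Even Xist, at a log2 change of 12.4 under DESeq2, was not called by edgeR in this class. In enterocyte-like cells 1 of 10189 genes was called. This gene was Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, minus strand), the RNA that silences an X chromosome in female cells. Its log2 change was 8.42 (SE 0.57), with an edgeR adjusted p of 0.0422 and a rise in both kit pairs. Without the block it was not called. Xist was detected at 2113 and 781 UMIs in the libraries labelled VApcMinL replicates 1 and 2, and at 0 and 8 UMIs in those labelled ApcMin replicates 1 and 2. All libraries were labelled male. In T cell-like cells at the floor of 2000 UMIs, 2 of 4924 genes were called, 1 higher and 1 lower. These were Xist (log2 change 8.93, SE 0.55, edgeR adjusted p 7.93e-05) and Cxcl2 (-4.87, SE 0.46, edgeR adjusted p 0.00205). Cxcl2 rested on 85 and 36 UMIs in the libraries labelled ApcMin and on 2 and 4 UMIs in those labelled VApcMinL, and a single cell held 86.1% of the UMIs in the library labelled ApcMin replicate 2.

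A panel of 36 genes that the study discusses was examined in Wnt-high-like cells. All 36 were tested, 0 were called among all genes, and 0 were called when adjusted over the list alone. Lyz1 was the 1 panel gene with an unadjusted p under 0.05. The study drew the list mainly from another mouse model, but it also examined Msx1, Lyz1 and Myc in ApcMin and VApcMinL adenomas. The test over the list alone is therefore not independent evidence for those genes. Of the 36 genes, 26 moved in opposite directions in the kit 2 and kit 3 pairs and 10 moved in the same direction. Among genes of Wnt inhibitors, the log2 difference of VApcMinL over ApcMin was 4.47 in kit 2 and -2.38 in kit 3 for Wif1. It was 2.98 and -1.95 for Dkk3, 2.05 and -1.11 for Notum, and 1.99 and -1.10 for Nkd1. Msx1 went the other way, at -2.63 in kit 2 and 2.73 in kit 3. Changes over both pairs were therefore small beside their errors, as for Msx1 at 0.062 (SE 1.93) and Notum at 0.47 (SE 0.95). With the floor of 2000 UMIs the value for Msx1 turned to -0.080. Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868, minus strand) rose in both pairs, by 0.67 and 1.24 on the log2 scale. Its change over both pairs was 0.95 (SE 0.22), with an edgeR adjusted p of 1.00. It ranged from 0.12 with RPCA anchors to 1.11 at a resolution of 0.8, and was 0.12 at a mitochondrial limit of 10% and 0.21 at the floor of 500 UMIs. The kit 2 rise turned into a fall at the floor of 500 UMIs (-0.32), at a mitochondrial limit of 10% (-0.61), at a resolution of 0.8 (-0.063) and with RPCA anchors (-0.43). Under these settings a cluster led by Gpx5, Pnoc and Atp4a was left out of the class as unnamed. In the kit 2 library labelled VApcMinL, 9 cells held 56.0% of its Lyz1 UMIs. In the kit 3 library labelled VApcMinL, Lyz1 scaled to a common total was at 149.5 in cells with Xist and no Y-linked UMI and at 475 in cells with Y-linked UMIs and no Xist, against 170.4 in its ApcMin partner.

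**Figure D3:**
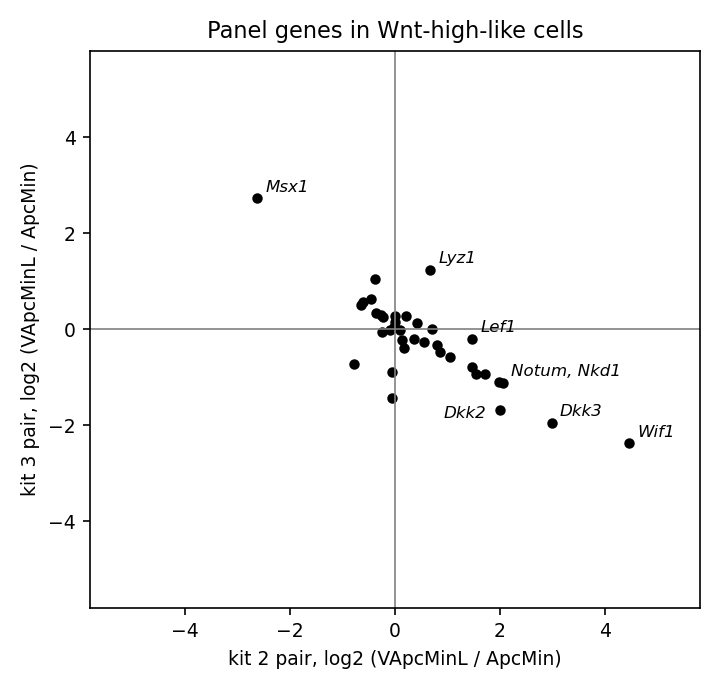
Log2 difference of VApcMinL over ApcMin in Wnt-high-like cells for Lef1 and the 36 panel genes, in the kit 2 pair (horizontal axis) and the kit 3 pair (vertical axis), with 1 point per gene. Msx1 lies at -2.63 and 2.73 and Wif1 at 4.47 and -2.38, on opposite sides of 0 in the pairs.

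The study examined ribosomal and proliferation genes after Lef1 loss. The mean log2 change of 81 ribosomal protein genes in Wnt-high-like cells was -0.089, with 7 genes higher and a camera p of 1.67e-04. This call did not hold under limma's fry, which gave 0.795. The mean was -0.34 in kit 2 and 0.20 in kit 3, so the direction turned within batches. Leaving out either kit 2 library leaves the kit 3 pair and its value of 0.20. For 97 cell cycle genes the mean was -0.023 (limma's camera p 0.137 and fry p 0.790), with -0.18 in kit 2 and 0.11 in kit 3.

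Msx1 (ENSMUSG00000048450, chromosome 5, 37820485 to 37824583, minus strand) marks ectopic crypts in the study, and Lyz1 is a Paneth cell transcript. After thinning, 9.46% (exact 95% interval 7.68% to 11.5%) and 2.37% (1.23% to 4.11%) of Wnt-high-like cells were positive for Msx1 in the libraries labelled ApcMin replicates 1 and 2. In those labelled VApcMinL replicates 1 and 2 the shares were 2.31% (1.41% to 3.54%) and 16.5% (15.1% to 18.0%). Thinning left out 0 cells of either group. The difference was 3.49 points (two-sided exact permutation p = 1.00), with -7.16 points in kit 2 and 14.1 points in kit 3. Without the library labelled ApcMin replicate 2 it was -0.0577 points, and without VApcMinL replicate 2 it was -3.61 points. Enterocyte-like cells served as background, with 0.781%, 0.187% and 0.887% positive in the libraries labelled ApcMin replicate 1, VApcMinL replicate 1 and VApcMinL replicate 2. In ApcMin replicate 2, 0 of 625 enterocyte-like cells were positive, which allows a share of up to 0.480% when a count of 0 is taken to allow 3 counts (the exact 95% upper limit was 0.588%). At the floor of 2000 UMIs, 0 of 114, 162 and 58 thinned T cell-like cells were positive in ApcMin replicate 1, VApcMinL replicate 1 and ApcMin replicate 2. These allow up to 2.63%, 1.85% and 5.17%. In VApcMinL replicate 2, 3 of 124 (2.42%) were positive. Before thinning, the Wnt-high-like shares were 50.9% and 29.8% under the ApcMin labels and 20.9% and 77.1% under the VApcMinL labels.

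Lyz1-positive cells made up 7.78% and 9.29% of Wnt-high-like cells in the libraries labelled ApcMin replicates 1 and 2, and 6.00% and 14.4% in those labelled VApcMinL. The difference was 1.67 points (two-sided exact permutation p = 1.00), with -1.78 points in kit 2 and 5.12 points in kit 3. Without the library labelled VApcMinL replicate 2 it was -2.54 points. In kit 2 the share went against the CPM, so no order is read from it. The shares in enterocyte-like cells were 2.34% and 0.80% under the ApcMin labels and 3.18% and 2.88% under the VApcMinL labels. Unthinned shares of Wnt-high-like cells were 39.5% and 41.5% against 31.4% and 60.8%. Median depths in Wnt-high-like cells were 19624, 18576, 36158.5 and 24910 UMIs for ApcMin replicate 1, VApcMinL replicate 1, ApcMin replicate 2 and VApcMinL replicate 2. In enterocyte-like cells they were 9386, 10267, 27916 and 17044 UMIs.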

Values the study reported

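The study reported a final dataset of 9099 cells from ApcMin adenomas and 9890 cells from VApcMinL adenomas. It left out cells in which more than 20% of the UMIs came from mitochondrial genes.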

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

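The test of free RNA and both tests of free Xist RNA were chosen only after the results were seen, and the limits that decided every test in this part were set after its value was known. The reading of the test on intestinal region was changed from excluded to open after its value and spread had been seen, and the test of Xist with Y-linked UMIs was first read as excluding free RNA.

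The kit 2 and kit 3 pairs moved in opposite directions, a difference between the pairs that was not tested, since each pair has 1 library per label. Lef1 in Wnt-high-like cells changed by 1.46 (log2) in kit 2 and by -0.20 in kit 3. Of the 36 panel genes, 26 went in opposite directions. The Wnt-high-like share of epithelial-like cells differed by -19.4 points in kit 2 and 40.3 points in kit 3, and the Msx1-positive share by -7.16 and 14.1 points. Across 5703 genes of Wnt-high-like cells, the log2 differences of the pairs correlated at r = -0.69 (Spearman rho -0.51). Genes are not independent replicates, and 20 such correlations were computed. Beyond a change of 2-fold in both pairs, 59 genes went in opposite directions and 1 in the same direction. Other epithelial classes showed the pattern too. The correlation was -0.67 in unnamed epithelial cells, with 89 genes opposite and 2 the same beyond 2-fold, and -0.43 in enterocyte-like cells. Single genes departed from it. Notum rose in kit 2 and kit 3 in unnamed epithelial cells (2.02 and 1.77), enterocyte-like cells (1.28 and 1.44), Paneth/goblet-like cells (1.13 and 2.96) and the Wnt-high-like cluster without Notum (1.88 and 1.47). Nkd1 rose in both pairs there too, by 1.60 and 1.52, 0.52 and 1.09, 0.15 and 3.07, and 0.57 and 1.05 in the same order. Msx1 kept to the pattern, at -2.74 and 3.71 in unnamed epithelial cells, -2.58 and 3.85 in enterocyte-like cells, and -3.46 and 5.11 in Paneth/goblet-like cells. It had no value in the cluster without Notum. Lyz1 rose in both in Wnt-high-like cells except under the 4 settings in which its kit 2 value turned.

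Several technical explanations were excluded as the whole cause of the opposite directions. With each cell thinned to the same depth the correlation was weaker but stayed at -0.40. Without cells above 10% mitochondrial UMIs it was -0.80. Within the largest finer cluster it was -0.55, which excludes a different mix of cell states between clusters. In macrophage-, fibroblast- and endothelial-like cells it was 0.024, where free RNA would have brought the same genes. With T cell-like cells added, at the floor of 2000 UMIs, it was 0.24. Single genes of the pattern did go opposite ways in the macrophage-, fibroblast- and endothelial-like cells, as Wif1 (2.21 and -3.22) and Msx1 (-0.57 and 1.86). Lyz1 (-4.47 and -0.44) and Nkd1 (-0.40 and -0.15) fell in both pairs there. Free RNA thus stays open for part of the pattern. The difference between cells with Xist and cells with Y-linked UMIs inside the kit 3 library labelled VApcMinL correlated at 0.059 with the kit 2 change, which argues against sex.

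Exchanged labels in 1 pair remain open. The test was the correlation in Paneth/goblet-like cells, a class not looked at when the pattern was found, and it was -0.12 (rho -0.36). That is weakly negative, as an exchange within kit 2 would give. An exchange within kit 3 or any difference between tumors across the epithelium would give the same. Notum and Nkd1 rose in both pairs in the epithelial classes listed above. There they do not follow the pattern that an exchange alone would give to every gene and class. This is weak evidence, as levels can be low there. In the Wnt-high-like cluster without Notum, scaled Notum was 1.75 and 0.976 in ApcMin replicates 1 and 2. It was 7.76 and 3.48 in VApcMinL replicates 1 and 2, against 95.4 to 513 across the libraries in cluster 0. Free RNA was not excluded as a source of such levels. Msx1 did follow it in those epithelial classes in which it had a value. Outside the epithelium, with T cell-like cells at the floor of 2000 UMIs, Notum rose in both pairs (2.11 and 1.79). Nkd1 went opposite ways there (-0.24 and 0.20). Lef1 itself gives weak support to an exchange in kit 2. Over the whole Wnt-high-like class, only the library labelled ApcMin replicate 1 departed from its own group. It was at 6.96 CPM, against 21.3 CPM in ApcMin replicate 2. Those labelled VApcMinL were alike there, at 19.2 and 18.6 CPM. Scaled without TMM, Lef1 in the whole class was 18.5 and 19.3 in VApcMinL replicates 1 and 2, against 6.35 and 23.2 in ApcMin replicates 1 and 2. The likeness of the libraries labelled VApcMinL depended on the cells taken. In cluster 0 scaled Lef1 was 32.1 and 22.6 in VApcMinL replicates 1 and 2, against 10.8 and 36.7 in ApcMin replicates 1 and 2. In cluster 2 it was 15.5 and 19.0, against 5.98 and 22.5. With RPCA anchors it was 34.7 and 22.3 in the whole class, against 7.73 and 38.1. In kit 3 Lef1 was lower in the library labelled VApcMinL by an amount that depended on the processing. It was -0.20 by default, -0.14 at a resolution of 0.8, -0.70 with RPCA anchors and -1.04 with thinned cells. The thinned value rests on few Lef1 UMIs. A transcript that lacks deleted exons may still be counted at its 3′ end, so Lef1 UMIs alone do not settle the label; this was not tested. Over 22 genes within 5 Mb of Lef1 outside the epithelium the correlation was -0.22, too few genes to tell exchanged labels from right ones. Distal minus proximal marker genes in enterocyte-like cells changed by -0.88 (SE 0.40) in kit 2 and -0.75 (SE 0.60) in kit 3. These SEs are across marker genes and do not measure error between libraries. Genes near the floor weigh on both values. Fabp6 was at 0.375 CPM under the ApcMin label and 0 under the VApcMinL label in kit 2, and Fgf15 at 4.39 and 0.118 CPM in kit 3. Different tumor locations would have given opposite signs, and the signs were the same. The kit 3 value lies within 2 SE of 0, however, so its sign is not certain and different locations stay open. Chance differences between single tumors and the effect of genotype itself were not tested apart from these.

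Xist, called in the comparisons of enterocyte-like and T cell-like cells, stood out in libraries that are all labelled male. The study's methods state, however, that its experiments used male and female mice in about equal numbers. They do not give the sex of the mice behind each library. The share of cells with Xist and no Y-linked UMI lay above its level under the ApcMin labels. It rests in part on the same Xist UMIs as those comparisons, so it is not an independent measure. Cells with Xist and no Y-linked UMI made up 97.9% of the library labelled VApcMinL replicate 1 and 27.1% of VApcMinL replicate 2. In the libraries labelled ApcMin replicates 1 and 2 they made up 0.0515% and 0.126%. Free Xist RNA was excluded as the whole source. It can bring at most as much Xist per UMI as the near-empty barcodes of the library hold, but cells held 1.26 times as much in VApcMinL replicate 1 (exact 95% interval 1.20 to 1.32) and 1.32 times as much in VApcMinL replicate 2 (1.22 to 1.41). The ratios were 0.000835 and 0.00160 in ApcMin replicates 1 and 2. The share of Xist-positive cells with Y-linked UMIs decided nothing by itself in kit 2. It was 0.0495% in VApcMinL replicate 1, but in that library hardly any cell had such a UMI. Of all cells, 0.0484% had a Y-linked UMI there, against 66.8% and 88.4% in ApcMin replicates 1 and 2. In VApcMinL replicate 2 it was 62.5% of all cells. Male cells with free Xist RNA would keep their Y-linked UMIs, so these values argue against such cells in VApcMinL replicate 1. This comparison was made after the values were seen. Among Xist-positive cells of VApcMinL replicate 2 the share was 23.3%, so free RNA or doublets may account for part of them. The values are consistent with female cells in both libraries labelled VApcMinL, and with cells of both sexes in the kit 3 one. Sex and genotype label were therefore confounded in kit 2, and this is a hypothesis from the same data.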

How the results depend on the processing

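The restriction of the class to clusters with Notum, and the T cell-like settings that combine the floor of 2000 UMIs with another choice, were chosen after seeing the data; the other alternatives were planned. Apart from leaving out libraries, 127 values of the main results were recomputed. Of these 107 kept direction and side of the threshold or stayed within 1.5 times, 13 counts moved, 5 values reversed, 1 was weaker and 1 was stronger. Among 77 values of single named genes, 66 were the same in direction and side of the threshold, 5 weaker and 6 reversed. The same does not mean of like size, as Lyz1 in Wnt-high-like cells went from 0.12 to 1.11. Except where stated, the cause was not tested.

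Lef1 in Wnt-high-like cells reversed to -0.31 with thinned cells, which hold few Lef1 UMIs. It was 0.42 to 0.76 under the other alternatives, with edgeR or DESeq2 adjusted p values from 0.9998 to 1.00 over all of them. The 4 fits that each left out 1 library leave 1 pair, and ranged from -0.20 to 1.46. The Lef1 interaction ranged from 0.31 to 0.98. Shares kept their direction under every alternative that kept all libraries: 2.67 to 16.4 points of epithelial-like cells, 4.15 to 18.5 points of all cells, 1.49 to 8.62 points for Msx1 and 1.13 to 5.58 points for Lyz1. These tests cannot pass the threshold, so this says nothing about significance. Leaving out 1 library gave -5.65 to 26.5 points, 1.55 to 31.9 points, -3.61 to 10.6 points and -2.54 to 5.88 points, respectively.

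Calls in Wnt-high-like cells were 0 by default, 3 with DESeq2, 1 with no low-count filter and 1 with thinned cells. Calls in enterocyte-like cells were 1 by default, 4 with DESeq2 (Cybrd1, Xist, Ccl5 and Cd74) and 50 with no low-count filter (36 higher, 14 lower). They fell to 0 with thinned cells, doublets kept, a resolution of 0.8 and RPCA anchors, where 70, 114, 112 and 123 genes had an unadjusted p under 0.05. T cell-like calls were 2 at the floor of 2000 UMIs, 27 at the floor of 500 UMIs (7 higher, 20 lower) and 34 with no low-count filter (11 higher, 23 lower). Cxcl2 and Xist were called at both floors. Counts with no filter include genes with few UMIs by construction. Adjusted over the list alone, DESeq2 called 1 panel gene. No other alternative called a panel gene, and from 0 to 1 had an unadjusted p under 0.05. A fit across genes without 1 library has no replicates left, so counts and the interaction have no such values. The T cell-like results have no values for the mitochondrial limit, doublets kept, other features, resolution or anchors, since no such class formed there. The interaction was not run without its library block.

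Without the replicate block, Lef1 was 0.42, and 0 genes were called in Wnt-high-like cells (23 at an unadjusted p under 0.05) and 0 in enterocyte-like cells (40 at an unadjusted p under 0.05). T cell-like calls stayed at 2. The means of the ribosomal and cell cycle genes were -0.060 and -0.025. The block changed no other call.

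The ribosomal mean of -0.089 was weaker under limma's fry, which gave 0.795. It lay from -0.13 to -0.060 with all libraries, and ranged from -0.34 to 0.20 without 1 library, where the value without either kit 2 library was reversed. The cell cycle mean was -0.050 and stronger at a mitochondrial limit of 10%, where limma's camera gave 0.0451 (0.0451 to 0.472 over its alternatives) and fry gave 0.850. It reversed to 0.030 at the floor of 2000 UMIs, 0.029 with panel genes as features, 0.030 with RPCA anchors and 0.030 in clusters with Notum only. It ranged from -0.18 to 0.11 without 1 library. Msx1 in Wnt-high-like cells reversed to -0.12 and -0.080 at the floors of 500 and 2000 UMIs, -0.14 at a mitochondrial limit of 10%, -0.064 with panel genes as features, -0.043 with RPCA anchors and -0.064 in clusters with Notum only. The T cell-like sums rest on few cells, 58 in the smallest library, and no simulation was run for that class.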

Other observations

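In this part the tests of index swapping as the whole source, both Fabp6 tests, the test of few Cxcl2 cells and the test of the amount of macrophage markers were chosen only after the result was seen. The limits that decided the tests were set after their values were known, except for the amount of macrophage markers, whose limit was set before it was computed. The Lyz1 test was planned for both kits together and split by kit afterwards. The reading of the macrophage test was changed from excluded to open after its value had been seen.

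Cells kept under the ApcMin label numbered 3527. That is lower than the value quoted from the study above. Cells kept under the VApcMinL label numbered 5633. That is lower than the value quoted from the study above. With a floor of 500 UMIs 5479 and 8053 cells were kept, so the cell calling moved these numbers, and both stayed below the quoted values. The study also integrated more experiments than the kit pairs analysed here.

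Xist UMIs were also found in near-empty barcodes of both libraries labelled ApcMin, at 471 UMIs in kit 2 and 378 UMIs in kit 3 in barcodes of 1 to 50 UMIs. Index swapping from the library labelled VApcMinL of the same kit is a possible explanation for part of them. In these barcodes Xist UMIs fell on cell barcodes of that library 9.82-fold more often than all UMIs did in kit 2 and 2.42-fold in kit 3, each value resting on 11 Xist UMIs. Over all barcodes outside called cells the folds were 5.94 and 12.9. As the whole source it was excluded, since 13.1% (kit 2) and 9.14% (kit 3) of the Xist UMIs outside called cells lay on those barcodes, against 76.3% and 78.4% of the Xist UMIs within the partner itself. The rest was not explained, and no biological explanation was tested.

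Lyz1 in Wnt-high-like cells rose in both pairs, although the kit 2 rise was lost under 4 other settings. Without the 1% of cells highest in Lyz1 the rise fell to 0.082 in kit 2 and was 1.38 in kit 3. A few cells could therefore account for kit 2 but not for kit 3. The kit 3 rise was not shared by all cells of the library labelled VApcMinL. Scaled to a common total without further normalization, Lyz1 was at 149.5 in its Wnt-high-like cells with Xist and no Y-linked UMI and at 475 in those with Y-linked UMIs and no Xist, against 170.4 in the library labelled ApcMin. Whether these are doublets with Paneth cells or Paneth-like cells was not tested.

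Fabp6 and Slc10a2, genes of bile acid uptake in the ileum, were detected in enterocyte-like cells of kit 3 and hardly in kit 2. Depth was excluded, because thinned cells held 2050 Fabp6 UMIs in kit 3 and 0 in kit 2. Tissue from a more distal part of the small intestine in kit 3 may explain it. Against kit 2, the other distal markers exceeded the proximal ones by 1.46 (log2), with 6 of 6 distal and 1 of 9 proximal genes higher in kit 3. The kit and the annotation release remain confounded with region, so part of the difference between kit pairs may follow region.

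Cxcl2 was lower in T cell-like cells under both VApcMinL labels. A few cells may account for this. In the library labelled ApcMin replicate 2 a single cell held 86.1% of its UMIs, and in ApcMin replicate 1 a single cell held 41.2%. RNA from macrophage-like cells was left open, although several values go against it. In kit 3 macrophage-like cells held more Cxcl2 under the VApcMinL label (1065 against 175 UMIs), while T cell-like cells held less. The 3 of 14 other macrophage markers that could be tested in T cell-like cells had a mean change of 0.096. Enough macrophage RNA to bring the Cxcl2 would also bring the other markers. In ApcMin replicate 2 T cell-like cells held 25.3% of the marker UMIs this needs. In ApcMin replicate 1 they held 52.2%, just above the limit of 50% set for excluding it, and UMIs made by T cells themselves are part of both values. T cell-like cells under the VApcMinL labels held more marker UMIs, from more cells, with 1690 against 853 in kit 2 and 1118 against 566 in kit 3. That was 3991% and 1853% of the amount their Cxcl2 would need, which also goes against macrophage RNA as the cause of the fall.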
